A study of Mus musculus with 18 samples. Its data were reported in "An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors" (2024).

How the data were processed

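ATAC-seq libraries had been prepared by the authors from BMDMs of 9 groups, with 2 libraries per group. They were sequenced as single-end reads of 76 bases. According to the study's methods, the authors removed adapters with BBDuk, trimmed reads with Trimmomatic and aligned them to the mm10 mouse genome with the alignment step of ShortStack. Reads of low quality and mitochondrial reads were discarded with SAMtools. Peaks were called by the authors with MACS2, without a shift model or local background, with duplicate reads kept, reads extended by a fixed length and sub-peak summits called. No shift of the reads towards the Tn5 cut site is named, so that a summit can lie beside the position with the most insertions. Keeping duplicates means that a peak's height can include copies made by PCR. The authors kept peaks below a stringent q-value in single libraries that overlapped between replicates.

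The deposited files are 3 BED lists with the reference peaks, the extended regions and the summits. The reference peak and extended region lists carry positions only. The summit list carries a name and a score for each summit, as deposited by the authors. The scale of the score is not stated in the labels or in the study's methods. It is the summit's own value in the merged call and was used to describe, rank and filter summits within that list. It was also converted to fragment counts with a fitted model whose scale is a hypothesis, and these counts were used for tests on chromosome X. No list had a column per library, and 0 columns belonged to other samples.

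Replicates could not be averaged, compared or left out, and no depth per library, and thus no precision per library, could be derived. The comparison of stimuli and time points planned from the labels was not made for this reason. All counts describe a single catalog. Chance levels come from random placement, from flanking or shuffled sequence, or from other genes.

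Positions are given on mm10, counted from 1. Sequence and genes were taken from assembly GRCm38.p6, whose primary chromosomes have the coordinates of mm10, and GENCODE release M21. All entries of the 3 lists ended inside the chromosome on 21 of 21 chromosomes, and 0 summits lay on an unknown base. The annotation held 132629 distinct start sites and 21938 protein-coding genes. Repeats were read from the lower case letters of the genome sequence.

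For the distance between neighbours and the share at promoters, regions were placed at random 100 times on their own chromosome without overlap (bedtools shuffle 2.31.1). The p-value is the share of placements at least as extreme, with the observed value counted in. Chromosome X was compared with the autosomes by an exact permutation test over 20 chromosomes, which cannot give a p-value below 0.05.

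Motif consensus sequences were searched on both strands within 100 bp of the best scored summit of each extended region. The comparison windows had the same size, lay 1000 bp to each side and were left out where they overlapped another reference peak. The flank share is the mean over both sides. The paired test used the right side (exact McNemar test with Benjamini-Hochberg adjustment over 16 motifs). The values of 1 of these motifs are not reported here, although it is counted in the totals over 16. A window with the motif was counted once, irrespective of the number of sites.

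The 5 gene lists (110 genes: LPS response, IL-4 response, macrophage, all cells and other tissues) come from general knowledge, not from measurements on these cells, and no gene was entered in more than 1 list. Start site peaks were compared by Fisher's exact test and the number of regions by a permutation test with 100000 resamples, each list against other tissues. Whether single genes of the lists were transcribed in these libraries was not analysed here.

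Motifs around gene lists were compared with 10000 random sets of genes drawn from 11396 protein-coding genes. These had a start site peak and a distal summit (over 1000 bp from any start site) within 50000 bp, a choice not applied to the lists. To find sequence that reads could not place uniquely, the 76 bases centred on each summit, and the central 38, were counted on both strands of the primary chromosomes. Only exact copies were counted, so that a stretch with nearly identical copies counts as found once. Extended regions, motif shares and gene windows could also be affected by the joining of neighbouring peaks, which makes a dense stretch count as a single region.

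The groups, the tests, the gene and motif lists and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives comprised other windows (500 and 2500 bp at start sites, 50 and 200 bp around summits, 20000 and 100000 bp around genes), other placements, other region types, shuffled sequence with its dinucleotides kept, and summits at or above the median score. The text names the 5 widest reference peaks, the 5 extended regions with the most summits, the 5 best scored summits, the listed genes that lacked a start site peak (or had one, for other tissues) and 3 loci given as examples in the study. Genes named outside it were chosen after their values had been seen. The exception is the single-copy genes on chromosome Y, which were picked before their peaks were looked up.

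The scripts were tested on simulated data. With 5000 simulated summits and 16 motifs, the 1 planted motif was called and 0 others were. Of 20 randomly placed sets 1 was called clustered, and of 20 clustered sets 20 were. Distances to start sites matched a direct search at 1000 of 1000 positions, and copy numbers at 200 of 200 stretches. The fit of the score values returned the simulated lowest fragment count of 25 as 25 and the background of 6 as 6.00. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.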

Results

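Chromatin accessibility was measured by ATAC-seq, an assay in which the Tn5 transposase inserts sequencing adapters into exposed DNA. The cells were primary bone marrow-derived macrophages (BMDMs) of wild type mice, obtained by differentiating bone marrow precursors in culture. All BMDMs received the vehicle DMSO for 1 h. They were then left untreated or stimulated with lipopolysaccharide (LPS), a bacterial ligand of Toll-like receptors, or with the cytokine IL-4, each at 10 ng/mL. Stimulated cells were collected at 30 min, 1 h, 2 h and 4 h. The 18 libraries made up 9 groups of 2 libraries: 1 untreated group, 4 LPS groups and 4 IL-4 groups. In the study, these libraries served to define the cis-regulatory elements (CREs) at which histone H3 acetylation was followed in cells treated with kinase inhibitors.

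The processed data consisted of 3 lists that the authors had pooled over all libraries: reference peaks, extended regions and summits. None of them had a column per library, and 0 of the 84660 summit names carried a stimulus. The effect of LPS or IL-4, the time course and the spread between replicates were therefore not analysed here, and the depth of the single libraries is unknown. Intervals given for shares of regions are 95% Wilson intervals, which cover counting error only.

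The size and structure of the CRE catalog were determined first. It contained 82391 reference peaks with a median width of 227 bp (interquartile range 189 to 291 bp, overall range 2 to 2855 bp). Together they covered 21.2 Mb, or 0.800% of the genome outside assembly gaps. The extended regions numbered 59617, had a median width of 1651 bp (interquartile range 1599 to 1947 bp) and covered 116 Mb, or 4.39% of the genome. The most influential alternative was to keep only summits at or above the median score, which left 33670 extended regions.

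The 3 lists were nested. All summits (100% of 84660) lay inside a reference peak, and all reference peaks (100% of 82391) lay inside an extended region. Widening each reference peak by 700 bp on both sides and joining the overlaps gave all 59617 extended regions to the base. Because the flank was added to the peak edge, an extended region reached a median of 813 bp beyond its outermost summit (5th to 95th percentile 755 to 919 bp, shortest 700 bp). An extended region contained 1.38 reference peaks and 1.42 summits on average. A single reference peak was found in 44659 extended regions (74.9%), and 5 or more in 660 (1.11%).

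Most reference peaks had a single summit (80358, 97.5%), whereas 2033 (2.47%) had 2 or more. The mean was 1.03 summits per reference peak. Neighbouring reference peaks touched without a gap in 868 pairs and overlapped in 0, so that the width of a peak can depend on where the authors placed its border. Median width rose from 225 bp for peaks with 1 summit to 585 bp with 2, 907 bp with 3 and 1575 bp with 4 or more. Across peaks, width was correlated with the best summit score (Spearman rho 0.441) and with the number of summits (rho 0.251). Peaks are not independent replicates, and no p-value was calculated for these correlations. The score of each summit is the authors' own value, and its scale is not stated. Scores ranged from 102 to 2781, with a median of 737 (interquartile range 486 to 1153).

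Accessible regions were tested for clustering along the chromosomes. The median gap between neighbouring reference peaks was 5102 bp. When peaks of the same widths were placed at random on the same chromosomes, the median gap averaged 20841 bp (SD 86.4 bp, n = 100 placements), and no placement had a median below 20639 bp. The observed gap was thus 0.245 of the placed gap (one-sided permutation p = 0.0099, the smallest that 100 placements can give). Gaps under 5000 bp made up 49.6% of the observed and 15.5% of the placed gaps. Joining peaks within 1000 bp before the comparison moved this ratio most, to 0.325.

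Chromosome X was compared with the 19 autosomes, since the study's methods name male mice, whose cells have a single X. Extended regions occurred at 7.06 per Mb on X and at 24.1 ± 4.55 per Mb on the autosomes (SD, n = 19). Autosomal densities ranged from 17.95 per Mb on chromosome 14 to 35.5 per Mb on chromosome 11. The ratio of X to the autosomal mean was 0.293 (two-sided exact permutation p = 0.05, which is the smallest possible with 1 chromosome against 19). Counting regions per protein-coding gene moved the ratio most, to 0.435, with 1.27 regions per gene on X and 2.92 ± 0.467 on the autosomes (SD, n = 19). X had the lowest value among these 20 chromosomes under every alternative run for this comparison.

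**Figure D1:**
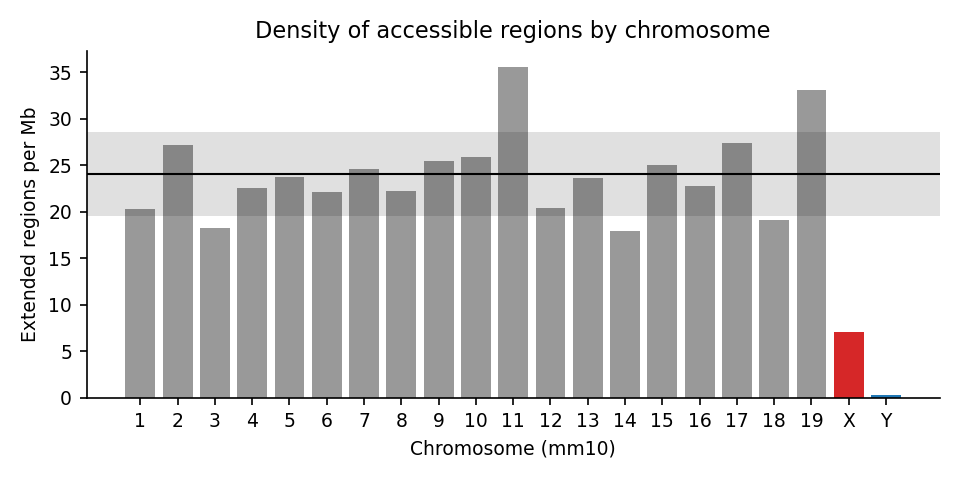
Extended regions per Mb (vertical axis) on each mm10 chromosome (horizontal axis), with autosomes in grey, X in red and Y in blue; the line and the band mark the mean and SD of the 19 autosomes. X stood at 7.06 per Mb, below the lowest autosome at 17.95 per Mb, and Y was not part of the test.

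The deficit on X was present at promoters and at distal sites. Promoter regions occurred at 2.198 per Mb on X (376 regions) and at 5.90 per Mb on the autosomes (14537 regions). Distal regions occurred at 4.86 per Mb on X (831 regions) and at 17.8 per Mb on the autosomes (43849 regions). Of the 948 protein-coding genes on X, 342 (36.1%) had a reference peak at a start site, as compared to 58.5% ± 5.60 on the autosomes (SD, n = 19, range 45.0% to 65.8%). The median summit score was 675 on X and 738 ± 22.5 on the autosomes (SD, n = 19).

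To place the regions relative to genes, the best scored summit of each extended region was assigned to the annotation. A promoter was defined as a position within 1000 bp of an annotated start site. By this definition 14916 of 59617 regions (25.0%, interval 24.7% to 25.4%) were at promoters. Randomly placed regions were at promoters in 6.18% of cases (SD 0.0970, n = 100 placements), a ratio of 4.05 (one-sided permutation p = 0.0099, the smallest possible). Widening the promoter to 2500 bp moved the share most, to 34.5%. Introns of protein-coding genes held 38.7% of the regions against 33.9% of the placed ones. Sequence outside protein-coding genes held 33.1% against 57.2%, and coding exons 0.938% against 0.994%.

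Promoter summits scored higher than distal summits, with medians of 1272 (interquartile range 834 to 1696) and 716 (495 to 1082), respectively. From the lowest to the highest score quartile, the share of regions at promoters was 9.76%, 14.9%, 25.1% and 50.3%.

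Consensus sequences of 16 transcription factor motifs were counted within 100 bp of the best summit of each extended region and in flanking windows 1000 bp away. This addressed which factor families had recognition sites at the accessible regions used as CREs. In the paired test, which covered 56930 regions, 13 motifs were more frequent at summits, 1 was less frequent and 2 showed no difference (exact McNemar test, two-sided, Benjamini-Hochberg adjusted over 16 motifs). The number of more frequent motifs was lowest, at 12, when only summits over 1000 bp from a start site were used.

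The myeloid and activation-associated motifs differed widely in their enrichment. The PU.1/ETS consensus GAGGAAGT was found at 10.1% of summits and in 1.07% of flanks, a ratio of 9.40, with 5664 regions having it only at the summit and 548 only in the flank. The AP-1 consensus TGASTCA was found at 17.3% of summits and in 3.28% of flanks, a ratio of 5.28 (9574 against 1478 regions). For both, the exact p-value was too small for double precision. The ratios depended on the window. With 50 and 200 bp windows they were 13.5 and 5.37 for PU.1/ETS, and 7.85 and 3.15 for AP-1. The NF-kB consensus GGGRNWYYCC was present at 5.34% of summits and in 1.74% of flanks, a ratio of 3.06 (adjusted exact p = 7.68e-246), which fell to 1.68 against shuffled summit sequence. RUNX had a ratio of 2.35 (adjusted exact p = 2.70e-156). Against flanks the ratios were smaller for STAT6 (1.33, adjusted exact p = 1.42e-34), IRF (1.30, 5.09e-17) and C/EBP (1.16, 1.26e-29). This order depended on the comparison, since against shuffled summit sequence the ratio was 3.58 for RUNX, 3.32 for IRF, 1.39 for STAT6 and 1.22 for C/EBP.

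The CTCF, SP/KLF, CRE, MEF2 and E-box motifs were also more frequent at summits than in flanks. CTCF sites were present at 3.63% of summits and in 0.0983% of flanks, a ratio of 36.9, with 2104 regions having the site only at the summit and 55 only in the flank. SP/KLF sites had a ratio of 7.17 (4.57% and 0.637%), CRE sites a ratio of 9.25 (1.06% and 0.115%), and MEF2 sites a ratio of 2.73 (0.958% and 0.351%). With 50 and 200 bp windows the CTCF ratio was 69.8 and 18.2, respectively. At distal summits alone the ratio fell to 1.86 for SP/KLF and to 4.22 for CRE. The E-box was searched only as the extended palindrome GTCACGTGAC, so that shorter or other E-box sequences were not counted. This form had a ratio of 7.05 (0.161% and 0.0228%), which no longer passed the adjusted threshold at distal summits (ratio 2.44, adjusted exact p = 0.139). Against shuffled summit sequence the ratio was 48 for the E-box (96 regions having the site only at the summit and 2 only in the shuffled window), 30.9 for CTCF, 11.3 for CRE, 8.06 for SP/KLF and 6.21 for MEF2. Mean GC content was 51.4% ± 9.16 at summits and 45.0% ± 7.70 in flanks (SD over windows).

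Of the 3 control motifs with no assumed role in macrophages, HNF1 was less frequent at summits (0.00503%, 3 regions only at the summit and 14 only in the flank, adjusted exact p = 0.0145). It no longer passed the threshold with 50 bp windows (adjusted exact p = 0.25) or against shuffled sequence (adjusted exact p = 1). The POU4 site was found at 0 of 59617 summits, which allows a share of up to 0.00644%, and in 0.00439% of flanks (adjusted exact p = 0.5). REST sites occurred at 0.00839% of summits, with 5 regions having the site only at the summit and 0 only in the flank (adjusted exact p = 0.0667).

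**Figure D2:**
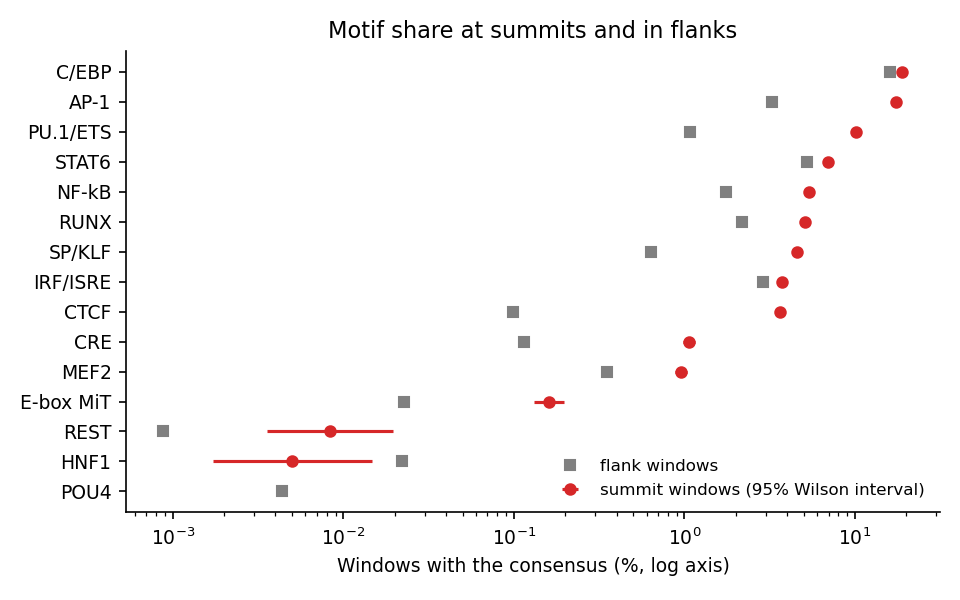
Share of windows containing each consensus (horizontal log axis, percent) for 15 motifs (vertical axis), with red circles for summit windows and their 95% Wilson intervals and grey squares for flank windows. CTCF had the widest separation among motifs with at least 1% of summits (3.63% against 0.0983%), and POU4 has no red circle because its summit share was 0.

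Motif content depended on the genomic position and on the score. SP/KLF sites were present at 15.3% of promoter summits and 0.984% of distal summits. The opposite direction was seen for AP-1 (7.82% and 20.5%) and PU.1/ETS (5.47% and 11.6%). From the lowest to the highest score quartile, CTCF sites were present at 5.41%, 5.29%, 2.68% and 1.13% of summits.

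Promoter accessibility was next compared between 5 fixed lists of genes. A reference peak within 1000 bp of a start site was present for 25 of 25 LPS response genes (100%, interval from 86.7%), 20 of 20 macrophage genes (100%, interval from 83.9%) and 15 of 15 genes used by all cells (100%, interval from 79.6%). It was present for 16 of 20 IL-4 response genes (80%, interval 58.4% to 91.9%) and for 2 of 30 genes of other tissues, Gfap and Pax5 (6.67%, interval 1.85% to 21.3%). Each list differed from the genes of other tissues by Fisher's exact test, two-sided and adjusted over 4 comparisons. The adjusted p was 4.55e-13 for LPS response, 1.19e-07 for IL-4 response, 9.8e-12 for macrophage genes and 5.26e-10 for genes used by all cells. The share for other tissues moved most with a window of 2500 bp, to 16.7%.

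The 4 IL-4 response genes with no reference peak at a start site were Retnla, Chil3, Alox15 and Ccl17. The distance from the most upstream start site to the nearest reference peak was 1385 bp for Ccl17, 8630 bp for Retnla (mm10 chr16:48833695-48833921), 17249 bp for Alox15 and 54058 bp for Chil3. The LPS and IL-4 response lists differed with Fisher's exact p = 0.0325, two-sided. This comparison was chosen after the counts were seen and was not adjusted.

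The number of extended regions within 50000 bp of the most upstream start site was compared between the same lists. It averaged 11.4 ± 3.73 for LPS response genes (SD, n = 25), 9.1 ± 3.91 for IL-4 response genes (n = 20), 10.8 ± 3.94 for macrophage genes (n = 20) and 9.6 ± 3.42 for genes used by all cells (n = 15). Genes of other tissues had 3.7 ± 4.17 regions (n = 30). All 4 lists exceeded the genes of other tissues (two-sided permutation test with 100000 resamples, adjusted p = 4e-05 for each). Windows overlapped with that of another gene of the list for 7 of 25 LPS response genes and 4 of 20 IL-4 response genes, which therefore share regions. The difference of 2.3 regions between the LPS and IL-4 response lists depended on what was counted (two-sided permutation p = 0.0559, not adjusted). It was 1.67 regions within 20000 bp (permutation p = 0.00482), 2.89 regions within 100000 bp (p = 0.188) and 12.7 when summits within 50000 bp were counted (p = 0.00028). Widening the window to 100000 bp moved the means most in regions, to 19.6, 16.8, 17.5 and 16.5 in the same order, against 7.5 for other tissues.

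**Figure D3:**
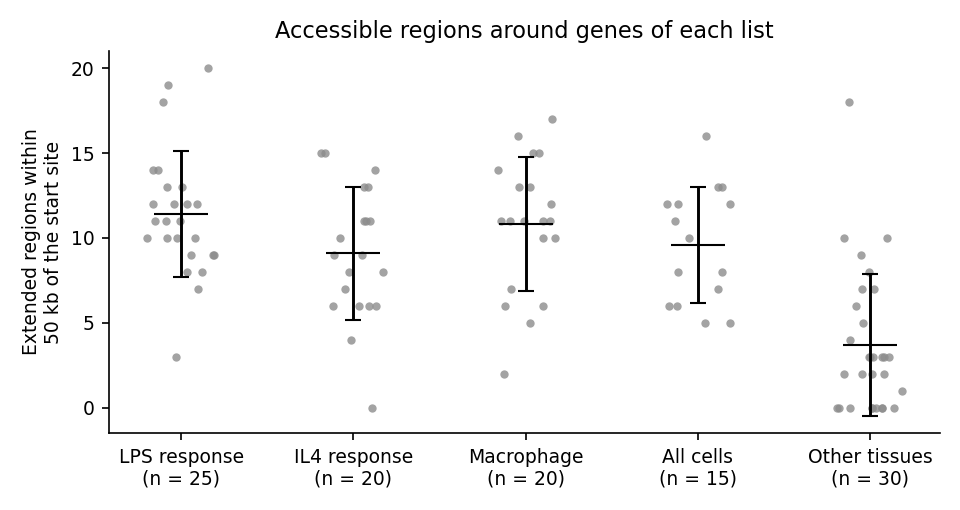
Number of extended regions within 50000 bp of the most upstream start site (vertical axis) for each gene (grey points) of the 5 lists (horizontal axis); bars mark the mean and SD over genes. The means were 11.4, 9.1, 10.8 and 9.6 for the first 4 lists and 3.7 for genes of other tissues, which overlapped with the other lists at single genes.

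Susd6, Hk3 and Brinp3, 3 of the loci shown as examples in the study, were examined in the same way. Susd6 had 11 extended regions within 50000 bp and a reference peak over its start site at mm10 chr12:80790309-80790700 with a score of 2061. Hk3 had 6 extended regions and a start site peak at chr13:55021175-55021671 with a score of 1556. Brinp3 (chr1:146494760-146902472, plus strand) had 0 extended regions within 50000 bp of its start site and 0 reference peaks inside the gene. The reference peak closest to the gene was at chr1:146968013-146968212, 65540 bp past its annotated end, with a score of 911. The closest one before the start site was 1564664 bp away.

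The 5 widest reference peaks overlapped 4 genes. The widest, at mm10 chr14:103052691-103055545 (2855 bp, 6 summits), overlapped exons of Acod1. It was followed by chr11:83524987-83527631 over exons of Ccl5 (2645 bp), chr5:99228731-99231277 over exons of Rasgef1b (2547 bp), chr17:35197952-35200390 over exons of Tnf (2439 bp) and chr5:99224495-99226886 in an intron of Rasgef1b (2392 bp). Every summit in these peaks lay in a 76 bp stretch found once in the genome.

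The extended region with the most summits spanned chr11:3122749-3184672 over Sfi1, with 122 summits in 61924 bp. Of these summits, 3.28% lay in a 76 bp stretch found more than once, and 12.3% in such a 38 bp stretch. The next were chr5:99212439-99241549 over Rasgef1b (59 summits), chr12:111440907-111459621 over Tnfaip2 (36), chr11:16965280-16979290 over Plek (29) and chr14:103046015-103061540 over Acod1 (28). Exons of the named gene were overlapped in all 5.

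The 2 best scored summits were at the start of chromosome 9, in reference peaks chr9:3001933-3002717 (score 2781, exons of Gm10722) and chr9:3023326-3024025 (score 2758, exons of Gm10718). Sequence within 100 bp of their summits was repeat-masked to 99.5% and 100%, and all their summits lay in a 38 bp stretch found more than once. With 76 bp stretches this held for 1 of 2 summits in the first peak and for 0 of 2 in the second. The other 3 were chr4:16163399-16164219 over exons of Ripk2 (2691), chr4:141993887-141994527 in an intron of Fhad1 (2552) and chr1:88277132-88277856 over exons of Hjurp and Trpm8 (2538).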

Values the study reported

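The study worked with 59,617 CREs derived from its ATAC-seq libraries. It reported dynamic H3K27ac at about 16,500 regions after LPS and at about 5000 regions after IL-4.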

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

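The tests on repeated sequence on chromosome Y, on the lowest scores and on the numbers kept on X were chosen only after the results had been seen.

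Chromosome Y held 44 summits in 41 reference peaks and 24 extended regions, and it was left out of the comparison of X with the autosomes. They drew attention because no comparison addressed this chromosome and they are above the 3 that a count of 0 allows. The labels give no sex, while the study's methods name male mice. Exact copies of the sequence at the summit do not account for most of these summits, since 34 of 44 lay in a 76 bp stretch found once in the genome. Nearly identical copies were not counted, so that misplaced reads from such sequence stay open. With 38 bp stretches the number was 25 of 44, so repeats may explain part of them. Reference peaks were present at the start sites of 3 of 4 single-copy Y genes, Eif2s3y, Ddx3y and Uty, and not of Kdm5d. These genes were picked before their peaks were looked up, and the result is consistent with cells from male mice. Sex is not a group of the design, so that no biological explanation beyond this was tested.

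The names of the summits carry peak numbers that run up to 217313. Only 69718 of these numbers (32.1%, 95% Wilson interval 31.9% to 32.3%) belong to a listed summit, and 147595 do not. They drew attention as traces of peaks in no list used here. A score minimum as the only filter is argued against by the scores themselves. Just 1259 summits (1.49%) fell in the lowest 100 units of score, as compared to 9713 in the fullest band of that width (402 to 501), whereas such a filter would leave the most summits just above the minimum. The share kept was 30.9% to 33.7% on the autosomes, 33.97% on X and 22.9% on Y. The authors' requirement for overlap between replicates and their threshold in single libraries stay open as explanations, since the calls of single libraries were not used here. No biological explanation was tested.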

How the results depend on the processing

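The placement outside runs of unknown bases, the gene windows of 20000 and 100000 bp for the motif shares around gene lists, the use of 1 gene from each group with overlapping windows, and the alternatives for the difference between LPS and IL-4 response genes in regions were chosen after seeing the data.

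In total 38 results were recomputed under alternatives, and 138 values kept their direction and their side of the threshold or stayed within the tolerance set for a value with no test. The clustering of reference peaks kept a one-sided permutation p of 0.0099 under all 4 alternatives, with ratios to the placed gap from 0.252 to 0.325. The ratio of X to the autosomes ranged from 0.256 to 0.435 over 4 alternatives, each with an exact permutation p of 0.05, the smallest possible, which says little about stability. The share at promoters was 21.4% to 34.5% over 5 alternatives, each above the placed regions. Among the gene lists, IL-4 response genes had a start site peak in 75% to 85% and genes of other tissues in 3.33% to 16.7%, and every comparison with other tissues stayed past the threshold. The same held for the number of regions around genes. With 1 gene from each group with overlapping windows, LPS response genes averaged 11.5 regions (21 genes) and IL-4 response genes 9.0 (18 genes), with adjusted permutation p-values up to 0.00034. The difference between these lists, 2.3 regions with p = 0.0559, passed the threshold within 20000 bp (1.67 regions, two-sided permutation p = 0.00482) and with summits (12.7, p = 0.00028), but not within 100000 bp (2.89 regions, p = 0.188). Adjusted over these 4 tests, the p-values were 0.0745, 0.00964, 0.00112 and 0.188, with the main value first, then 20000 bp, summits and 100000 bp.

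Keeping only summits at or above the median score left 41216 reference peaks, 33670 extended regions and 42726 summits, which follows from the construction of this alternative. Among single motifs, 3 values no longer passed the adjusted threshold: HNF1 with 50 bp windows (ratio 0.175) and against shuffled sequence (ratio 1), and the E-box at distal summits (ratio 2.44). The POU4 ratio, 0 with 100 bp windows, reversed to 1.36 with 200 bp windows (adjusted exact p = 0.581), and neither value passed the threshold. The cause was not tested for any of these motifs. For REST no ratio could be formed against shuffled sequence or at distal summits, where the comparison had no site.

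The share of distal summits with the STAT6 consensus around IL-4 response genes was 15.1% within 20000 bp (one-sided permutation p = 0.032) and 15.9% within 100000 bp (p = 0.0005). The NF-kB consensus around LPS response genes was at 12.6% (permutation p = 0.017) and 11.2% (p = 0.0025), respectively. These p-values rest on 2000 random sets and were not adjusted.

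No paired analysis was possible because the lists carry no library information. For the same reason the 4 alternatives planned for the comparison of stimuli and time points (a minimum overlap of 1 bp, leaving out replicate 1, leaving out replicate 2 and a block for the replicate number) gave no value. The depth of the libraries is unknown, so that the absence of a region from the lists cannot be separated from too few reads.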

Other observations

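In this part, the tests on the number of genes and on the numbers kept on X, on the GC content of all regions, on random gene sets, on gene ends, on the list of genes used by all cells, on repeated sequence near 3 Mb of chromosome 9 and over Sfi1, and on the score values with a rank correction were chosen only after the results had been seen.

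The 84660 summits took only 219 distinct scores, and neighbouring values were 6 to 14 units apart over the 213 values used. A candidate explanation is that the score is 10 times the negative log10 of a q-value, obtained from a Poisson tail with a single background for the whole genome. In a fit to 107 of the values, the 106 left out were missed by 0.409 units (root mean square) when a correction for rank was part of the model. Without that correction they were missed by 4.67 units. The first fit is thus consistent with adjusted p-values of whole fragment counts, from 38 fragments at the lowest score to 111 at the median, over a background of 9.60. The scale itself remains a hypothesis. If it holds, the median summit had 11.6 times the background in the merged libraries and the lowest 3.96 times. No biological explanation was tested.

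The low density on chromosome X was examined further. Cells of male mice have 1 X per cell, and a lower template could push summits under the threshold. Whether this is the whole cause cannot be told apart from other causes here. On the fragment scale above, 85.9% of autosomal summits had at least 2 times the lowest count, and the density of summits on X was 26.9% of the autosomal mean, but the lowest merged score is not the threshold that single libraries had to pass. The best fragment count at the start sites of each protein-coding gene was also compared, with genes lacking a summit there counted as having no fragments. Its 90th percentile over all these genes was 177 on X and 209 ± 3.61 on the autosomes (SD, n = 19), a ratio of 0.848. A loss of 1 of 2 fragments at each start site would give 0.5 only if the hypothesised count follows the template in proportion. That was not tested, and fewer genes on X had a start site peak, so this ratio does not decide the question. Repeats as the whole cause are argued against by the density outside repeats, where the ratio was 0.374 (13.9 per Mb on X, lowest autosome 28.3). Gene number as the whole cause is argued against by the 1.27 regions per protein-coding gene, as compared to 1.77 on the lowest autosome, chromosome 7. Removal of peaks after the merged call is argued against by the share of peak numbers kept, which was 33.97% on X and at most 33.7% on an autosome. Each test addresses 1 explanation as the whole cause, and a combination of them stays open. No group of the design gives a biological explanation, and none beyond those named above was tested.

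Among all regions the NF-kB consensus was most frequent in the lowest score quartile (6.64%, then 4.84%, 4.60% and 5.29%). A fall from the lowest to the highest quartile was not particular to NF-kB. It was also seen for other motifs, such as IRF (3.90% to 2.75%) and STAT6 (7.89% to 5.92%), whereas PU.1/ETS, CRE, SP/KLF and the E-box rose. Summits at start sites in the upper quartiles may account for part of the NF-kB difference between the extremes. Among distal summits alone the shares were 6.66%, 4.81%, 4.78% and 6.61%, and the ratio of the lowest to the highest was 1.01 (Fisher's exact p = 0.908). Stratified by start site, the odds ratio of the lowest against the highest quartile over all regions was 1.09 (95% interval 0.985 to 1.21), but with GC content held as well it was 1.25 (1.12 to 1.39), and among distal summits stratified by GC 1.18 (1.05 to 1.32). Start sites as the whole cause therefore cannot be told apart from others. GC content as the cause is argued against by the odds ratio over all regions, which was 1.27 unstratified and 1.35 (95% interval 1.21 to 1.51) stratified by GC. Regions open in only some of the merged libraries would be an explanation linked to the stimuli. It cannot be told apart from chance with the gene lists: around LPS response genes 23 of 194 distal summits had the motif (11.9%), and around macrophage genes and genes used by all cells 19 of 234 (8.12%, Fisher's exact p = 0.253). The small number of summits keeps it open.

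Motif shares around the gene lists gave a pattern for STAT6. A table of 4 motifs and 5 lists was viewed before the next test, so that the pairs below were picked from 20 shares. All 20 were then tested. Within 50000 bp of IL-4 response genes, 25 of 133 distal summits had the STAT6 consensus (18.8%), from 16 of 20 genes. Random sets of genes gave a mean of 6.92% (95th percentile 11.9%). A share as high occurred with p = 0.0004 (one-sided permutation test, adjusted p = 0.008 over 20 tests). The sets, for every motif, held only protein-coding genes with a start site peak and a distal summit within 50000 bp. Of the 20 IL-4 response genes, 4 lacked a start site peak, and 1 of these, Chil3, had 0 extended regions within that distance. Windows overlapped for 4 of the 20 genes, which therefore share regions. The random sets thus do not match this list fully. Base composition is argued against by the shuffled windows, of which 6.17% had the motif. Without Mrc1 the share was 15%, the lowest of the values that each left out 1 gene. Around LPS response genes it was 5.67% (permutation p = 0.678), and permuting genes between the LPS and IL-4 lists gave a difference of -13.1 percentage points (p = 0.0005). The AP-1 consensus showed a similar direction. It was at 29.3% of distal summits around IL-4 response genes (permutation p = 0.0098, adjusted p = 0.0653), 15.5% around LPS response genes, 14.8% around macrophage genes, 16.5% around genes used by all cells and 25% around genes of other tissues, and the difference between the LPS and IL-4 lists was -13.9 percentage points (permutation p = 0.0004). The distal summits around IL-4 response genes may thus differ in more than STAT6. Among those with no AP-1 site 20.2% had the STAT6 consensus (19 of 94), as compared to 2836 of 35447 other distal summits with no AP-1 site. PU.1/ETS was at 14.3% around IL-4 response genes (permutation p = 0.151). A hypothesis that fits the design is that some of these regions contain STAT6 sites used upon IL-4 stimulation, but the pooled lists do not show in which libraries they were open, and this was not tested.

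The NF-kB consensus gave a weaker pattern. It was present at 11.9% of distal summits around LPS response genes, from 14 of 25 genes, as compared to 5.70% in random gene sets (one-sided permutation p = 0.0092, adjusted p = 0.0653), so that it cannot be told apart from chance over the 20 tests. Of the shuffled windows 2.76% had it, and without Tnf the share was 10.2%. The pattern may not be specific to LPS response genes. Genes used by all cells had 11.4% (permutation p = 0.0425, adjusted p = 0.199) and IL-4 response genes 9.02% (p = 0.102). The difference between the LPS and IL-4 lists was 2.83 percentage points (two-sided permutation p = 0.51). Whether these regions were open only after LPS was not tested.

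Several of the widest peaks lay over LPS response genes. The widest peak in the gene body averaged 795 bp ± 712 (SD, n = 25) for LPS response genes, of which 8 had a peak of 1000 bp or more. It averaged 280 bp ± 217 for IL-4 response genes (n = 20, permutation p = 0.00078 against LPS response), 488 bp ± 226 for macrophage genes (n = 20, p = 0.066) and 565 bp ± 295 for genes used by all cells (n = 15). Reference peaks covered 29.6% of the gene body on average for LPS response genes, 6.25% for IL-4 response genes (permutation p = 0.00022), 10.3% for macrophage genes (p = 0.00246) and 14.4% for genes used by all cells (p = 0.0583). These p-values are two-sided and were not adjusted. The share covered also depends on gene length, which was not held equal between the lists. Exact copies elsewhere in the genome are argued against as the cause. Of the summits in peaks of 1000 bp or more, 0.976% occurred more than once, as compared to 1.07% elsewhere. Accessibility over transcribed genes up to their ends stays open as an explanation and cannot be told apart from other causes. With the listed genes left out, 9 of 130 such peaks (6.92%) lay at the end of a protein-coding gene and away from start sites, against 60 of 3361 peaks of at least 500 but under 1000 bp (1.79%, Fisher's exact p = 0.000888, odds ratio 4.09). However, 66.9% of the wide peaks and 72.7% of the narrower ones lay at start sites. The share in a gene body away from start sites was 16.9% and 14.1% (Fisher's exact p = 0.37), and 41.2% for peaks under 500 bp. Within 1000 bp of LPS response genes, 9 of 14 wide peaks lay at a gene end and 1 at a start site, against 6 and 12 of 25 peaks of at least 500 but under 1000 bp (Fisher's exact p = 0.019 for gene ends). In a gene body away from start sites were 3 and 10 of them, respectively (Fisher's exact p = 0.304). These genes had drawn attention to the pattern, so that these p-values do not decide it. Whether the width is a property of LPS response genes cannot be told apart from a property shared with genes used by all cells (permutation p = 0.243), given the spread within both lists. The effect of LPS itself was not tested, because the lists pool all libraries.

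The summits near 3 Mb of chromosome 9, which had the best scores, may include reads that match several places. Of the 10 summits in the extended region chr9:3000048-3009316, 80% lay in a 76 bp stretch found more than once, and 98.96% of the sequence within 100 bp of them was repeat-masked. In the reference peak with the best score 1 of 2 summits lay in such a stretch, and in the second best, which is outside this region, 0 of 2, whereas all of them did at 38 bp. For the second peak, reads from several places cannot be told apart from reads of its own. The 122 summits over Sfi1 gave another picture, with 3.28% in such a stretch. Copies of Sfi1 that are missing from the assembly were not tested. No biological explanation was tested for either region.

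A total of 868 pairs of reference peaks touched without a gap, and 0 pairs overlapped. In 100% of the pairs, the summits on both sides carried the same peak number with different letters. Wide peaks of the merged call that were divided between their summits before they were listed would give this. Whether touching peaks could have carried different numbers was not tested, so the 100% does not decide it. Of the 10700 numbers with at least 2 listed summits, 9560 (89.3%) had them in more than 1 reference peak, up to 27. With only 868 touching pairs, most of these 9560 numbers had none, and a cut at a shared border leaves the gaps between their peaks unexplained. Of the letters, 9612 were skipped. If peaks were divided in this way, the count of reference peaks and their widths depend on the division. The extended regions, which join neighbours, would not depend on it in the same way. No biological explanation was tested.

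The study describes the Brinp3 element shown as an example as lying upstream of the gene. In the annotation used here the nearest reference peak lay 65540 bp past the annotated end, and the nearest before the start site was 1564664 bp away. Which of the regions was meant was not analysed here.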
